A study of Mus musculus with 24 samples. Its data were reported in "Human and Chimpanzee Gene Expression Differences Replicated in Mice Fed Different Diets" (2008).

How the data were processed

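Liver RNA of 24 female mice was measured on Affymetrix mouse genome arrays, with 1 array per mouse and no technical replicates. The mice were 8 weeks old when they were put on 1 of 4 diets for 2 weeks. Each diet was given to 6 mice, of which 3 were processed in batch 1 and 3 in batch 2. Groups and batches were taken from the sample labels. Littermates had been spread over the diets, but no label links a mouse to its litter, so litter is in no fit or permutation. Brain arrays of the same mice were not analysed here.

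The authors deposited 1 column of log2 expression values per mouse, made with the robust multichip average (rma) of the Bioconductor package affy. This procedure corrects the background, normalizes probes across arrays by quantiles and summarizes the probes of each probe set to 1 value. The package version, and whether brain arrays entered the same normalization, are not given in the sources used here. The deposited values ranged from 1.9 to 13.01, and the base of the logarithm is the one that rma gives. The arrays did not share 1 distribution, as described with the arrays in the results. The study's methods filtered on detection p-values, which were not used here.

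The table held 45101 probe sets, of which 64 controls were set aside. The platform annotation gave 1 gene symbol for 34945 of the others, several for 932 and none for 9160. Entrez identifiers of 34741 of the named probe sets were found in a RefSeq gene table, and 0 symbols had to be updated. Probe sets with several symbols were not named. No genome coordinates were used, since the build behind the array annotation was not given. A probe set was kept when it lay above the median of all values (3.147) in at least 6 of the 24 arrays, which left 25544 probe sets and removed 19493. A gene was represented by its probe set of highest mean over all arrays, which gave 13385 genes.

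Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with batch as a covariate and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p of 0.05. The cafeteria and fast food diets were pooled as human diets and compared with the chimpanzee diet or the pellet diet in fits of the 18 mice involved, as in the study's methods. Pairs of diets were compared within 1 fit of all 24 mice. All tests were two-sided. The fits were tested on simulated data made from the real arrays with 200 changed genes. For the comparison of human and chimpanzee diets, 37 of 50 genes changed by 0.5 on the log2 scale were recovered, as were 47 of 50 changed by 1 and all 50 changed by 2, with 8 false calls among 192. Recovery at 0.5 was 40 of 50 for human against pellet, 32 for cafeteria against fast food and 37 for chimpanzee against pellet, with 11 false calls of 200, 14 of 195 and 15 of 201, so the share of false calls lay above the adjusted threshold in these single simulations. The simulated data were not shown to keep the correlation between genes or the unequal ranges of the real arrays. The rates of recovery and false calls may therefore not hold for the real arrays.

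Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. The lists covered pathways and cell types that liver tissue could hold. Of 29 lists, 28 had enough measured members, and 502 of 584 listed symbols were measured. Beside the count over all genes tested, counts were also adjusted over the list alone. Named genes were the 10 largest increases and 10 largest decreases among called genes of the same sign in both batches, for human diets against chimpanzee and against pellet. For chimpanzee against pellet they were the 8 and 8 largest and for cafeteria against fast food the 5 and 5 largest, or fewer where fewer passed. Clone names and predicted genes were left out, and up to 4 members with the smallest p were named for each list described. RNA quality of an array was read from control probe sets at the 3' and 5' ends of beta-actin and pyruvate carboxylase, and its signal range from the 90th percentile of its values. Both were compared between diets with exact permutation tests within batches, adjusted over 12 tests.

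The groups, main tests, lists, naming rule and most alternatives were fixed before the data were examined. These alternatives were the methods' procedure (an unmoderated two-way linear model with the smallest p of a gene's probe sets, at an unadjusted p of 0.01, without probe sets of a diet-by-batch interaction p under 0.05), an interaction filter, other filters on low values, every probe set as its own feature, batch left out, each batch alone, the replicate number as a block, other sets of mice in the fit, cyclic loess, array weights, an intensity trend, and each mouse left out. The methods' procedure as run here departs from the study in that the detection filter was replaced by the median filter in at least 2 arrays, probe sets without a gene were left out, and pairs of diets were compared within 1 fit of all 4 diets. Chosen after the data were seen were quantile normalization, the 90th percentile or the beta-actin difference as a covariate, leaving out arrays with a 90th percentile below 5.9, Tukey post hoc tests, and Benjamini-Hochberg adjustment of the methods' procedure. The range and RNA quality measures were also chosen after the data were seen. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.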

Results

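Gene expression was measured in the livers of 24 mice, 6 per diet, after 2 weeks on 1 of 4 diets. The pellet diet was the standard feed on which the mice were raised. Mice on the fast food diet ate nothing but fast food, and those on the cafeteria diet ate cooked meals. Plant foods (fruit and vegetables) with yogurt made up the chimpanzee diet. The study asked whether diets typical of humans change liver expression relative to a diet typical of chimpanzees. All values below are log2 expression, and differences are given with their standard error (SE). Diet means have the SD of 6 mice, and means of the pooled human diets that of 12.

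No 2 arrays were identical, and correlations between arrays ran from 0.9251 to 0.9955. The first principal component held 59.6% of the variance and followed the 90th percentile of the arrays (r = -0.996 across 24 arrays, which fall into 2 batches). That percentile was 6.50 ± 0.07 (SD) in batch 1 and 6.04 ± 0.20 in batch 2, with 12 mice in each. The lowest values were 5.66 in cafeteria batch 2 replicate 3, 5.80 and 5.87 in chimpanzee batch 2 replicates 1 and 2, and 5.85 in fast food batch 2 replicate 2. Batch took 45.4% of the sum of squares and diet 16.6%. The 90th percentile did not differ between human and chimpanzee diets beyond the spread between mice (6.28 ± 0.295 and 6.20 ± 0.32, exact permutation p = 0.381, adjusted 0.508). The difference between 3' and 5' beta-actin controls, which grows as RNA is degraded, was 1.08 ± 0.15 under the chimpanzee diet, 0.85 ± 0.11 under the human diets and 0.75 ± 0.14 under the pellet diet. It was higher under the chimpanzee diet than under the human diets (exact permutation p = 0.000992, adjusted 0.0119) and the pellet diet (exact p = 0.005, adjusted 0.03). The difference between human and chimpanzee diets was -0.13 in batch 1 and -0.32 in batch 2. The 3' to 5' difference of pyruvate carboxylase was 3.54 ± 0.61 under the chimpanzee diet and 3.23 ± 0.45 under the human diets (exact permutation p = 0.169, adjusted 0.254). For this control, human minus chimpanzee was -0.0143 in batch 1 and -0.595 in batch 2. Its pellet mean was 3.11 ± 0.24, and chimpanzee minus pellet was 0.423 (exact permutation p = 0.09, adjusted 0.254). That last difference was 0.00294 in batch 1 and 0.842 in batch 2.

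Fast food batch 2 replicate 2 lay apart below the other mice of its diet for Sqle, Fdps, Lss, Sc5d, Rdh11, Ivd, Ndufb3, Psma1, Psma5, Psmb2, Acadm, Etfbkmt, Gstm6, Gpam, Dnajb9 and Ppp1r3c. Cafeteria batch 2 replicate 3 lay apart below its group for Agxt, Ivd, Cbs, Cpt1a, Nars, Psmd14 and Psmb2. Other mice stood apart above their groups for Cyp17a1, Slc35g1, Lrrc28, Nr1d1 and Manf. All these genes are named in the comparisons, and their values per mouse are in the closing section. The lowest diet mean of a comparison lay within 1 of the low-value filter level for Cyp4a14, Vnn1, Acot1, Serpina7, Wsb1, Cyp39a1, Fgf21, Orm2, Pnpla3, Klf10, Dntt, Trib3, Usp18, Tap1 and Cd68, whose differences may be compressed by background.

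**Figure D1:**
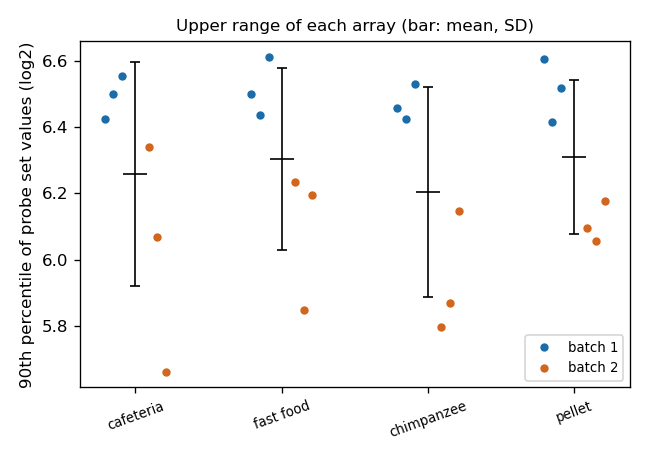
The 90th percentile of all probe set values (log2) of each array, by diet, with batch 1 in blue and batch 2 in orange and bars for the mean and SD of 6 arrays. Batch 1 arrays averaged 6.50 and batch 2 arrays 6.04, and 4 batch 2 arrays lay below 5.9.

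Across the 4 diets, 1204 of 13385 genes (9%) differed in liver at an adjusted p of 0.05 (limma, moderated F over the diet terms, 24 mice). The smallest and largest counts with 1 mouse left out were 920 and 1710. Within batch 1 there were 746 such genes and within batch 2 there were 14.

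Livers of mice on the human diets and on the chimpanzee diet differed in a small share of genes, among them single oxidizing enzymes. Cyp4a14, a fatty acid hydroxylase controlled by the lipid receptor PPARA, was 6.6-fold higher (log2 difference 2.72 ± 0.425 SE, adjusted p = 0.00364), at 8.40 ± 0.92 (cafeteria) and 9.43 ± 0.93 (fast food) against 6.20 ± 1.39 (chimpanzee, n = 6 each). Cyp2b10, a drug-metabolizing cytochrome P450 induced by foreign compounds, was 5.23-fold higher (2.39 ± 0.20, adjusted p = 2.15e-06), and the chimpanzee diet mice lay at 4.40 ± 0.12 (SD), although its probe set is of a type that can also read related genes. On pellets Cyp2b10 lay at 7.07 ± 0.66, near the cafeteria (6.92 ± 0.58) and fast food (6.65 ± 0.48) means. Rgs16, a regulator of G protein signalling, was 6.35-fold higher under the chimpanzee diet (-2.67 ± 0.44, adjusted p = 0.00529), and 8 of 32 measured enzymes of amino acid breakdown and the urea cycle were higher under the human diets. In all, 200 of 13385 genes (1.49%) differed between the 12 human diet mice and the 6 chimpanzee diet mice, 154 higher and 46 lower under the human diets, and all 200 had the same sign in both batches.

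Other genes much higher under the human diets than under the chimpanzee diet were Keg1 (4.02-fold, 2.01 ± 0.235), Krt23, a keratin (2.52-fold), Hao2, a peroxisomal hydroxy acid oxidase (2.49-fold), and Id3, an inhibitor of DNA binding (2.41-fold). Nrep (2.29-fold), Wsb1 (2.28-fold), Serpina7, the thyroxine-binding globulin (log2 difference of at least 1.17 ± 0.275, from a chimpanzee mean of 2.67 below the filter level), and Ddah1, which degrades asymmetric dimethylarginine (2.12-fold), completed the group, with adjusted p from 0.000237 (Keg1) to 0.0382 (Serpina7). Among genes higher under the chimpanzee diet, Cyp17a1, a steroid hydroxylase, was 4.05-fold higher (-2.02 ± 0.46, adjusted p = 0.0346), although 1 cafeteria mouse lay at 8.47 and the others of its diet at 5.35 or lower. Mup10, a major urinary protein, was 3.11-fold higher under the chimpanzee diet (adjusted p = 0.0492), but its probes may also read the near-identical genes of that family. Cyp39a1, an oxysterol hydroxylase (2.74-fold), Apoa4, an apolipoprotein (2.49-fold, adjusted p = 0.000102), Lcn2 (2.43-fold), Atf5, a stress-response transcription factor (2.42-fold), Lrrc28 (2.16-fold), Slc35g1 (1.97-fold) and Il1r1, the interleukin 1 receptor (1.88-fold, adjusted p = 0.0425), were also higher under the chimpanzee diet.

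Amino acid breakdown genes higher under the human diets than under the chimpanzee diet included Ivd (0.63 ± 0.08), Mccc2 (0.63 ± 0.12), Agxt (0.90 ± 0.15) and Abat (0.57 ± 0.11). Ivd and Mccc2 act in leucine breakdown. None of the 32 was lower, 24 did not pass, and 16 passed when adjusted over the list alone (camera adjusted p = 7.29e-13, but adjusted p = 0.38 with an estimated correlation). Pellet means of Agxt (9.79), Mccc2 (7.41) and Abat (8.96) lay nearer the human diet means than the chimpanzee means (8.78, 6.89 and 8.49). The pellet mean of Ivd (8.12) lay nearer the chimpanzee mean (7.93) than the cafeteria (8.55) and fast food (8.585) means. Of 20 genes of cholesterol synthesis and uptake, 0 passed over all genes by limma (7 at an unadjusted p under 0.05) and 5 adjusted over the list alone, all higher, with Dhcr7 at 0.87 ± 0.22 (adjusted p = 0.0501) and Ebp at 0.44 ± 0.12 (adjusted p = 0.0746). Of 31 proteasome subunits 1 passed (Psmd14, 0.67 ± 0.16) and 13 did adjusted over the list alone. Of 46 respiratory chain subunits 1 passed (Ndufb3, 0.51 ± 0.11) and 7 did adjusted over the list alone. The camera adjusted p was 9.98e-06 for cholesterol, 1.51e-09 for the proteasome and 1.62e-09 for the respiratory chain, and adjusted p = 0.652 for each with an estimated correlation. Of 21 PPARA targets, Cyp4a14 alone passed, and 2 did adjusted over the list alone (camera adjusted p = 0.0237, but adjusted p = 0.652 with an estimated correlation). Of 22 cytochrome P450 genes of drug metabolism, Cyp2b10 alone passed, and 2 did adjusted over the list alone (camera adjusted p = 0.233).

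Some groups held genes that were lower under the human diets. In the acute phase list, 3 of 28 fell, Lcn2, Il1r1 and Orm2 (by at least 0.497 ± 0.0884, as both human diet means lay below the low-value filter level), 0 rose, and 6 fell adjusted over the list alone, while Saa1 was at -0.998 ± 0.284 (adjusted p = 0.085). In the list of the amino acid shortage response, 2 of 24 fell, Atf5 and the hormone gene Fgf21 (by at least 0.643 ± 0.158, with human diet means near the low-value filter level, adjusted p = 0.0463), and the same number did adjusted over the list alone. Of 21 endoplasmic reticulum chaperones and partners 2 fell, Herpud1 (-0.53 ± 0.12) and Syvn1 (-0.58 ± 0.14), which both act in the removal of misfolded proteins, and 3 did adjusted over the list alone. The camera adjusted p was 9.91e-05, 0.0291 and 0.0291, and adjusted p = 0.652, 0.38 and 0.691 with an estimated correlation. Of 12 Kupffer cell and macrophage markers 0 passed by limma, also adjusted over the list alone (3 at an unadjusted p under 0.05), with a median of 0.29 (0.551 in batch 1 and 0.0415 in batch 2, camera adjusted p = 0.0186, but adjusted p = 0.652 with an estimated correlation). All these groups were compared between diets whose beta-actin 3' to 5' differences were 0.85 and 1.08.

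On the deposited values 77% of 200 calls were higher under the human diets. With cyclic loess 57.6% of 543 calls were higher, with quantile normalization 56% of 466 and with the 90th percentile as covariate 57.6% of 615. Higher calls went from 154 to 313, 261 and 354 in these settings, and lower calls from 46 to 230, 205 and 261. Of the 200 genes, 184, 181 and all 200 stayed called. With the beta-actin difference as covariate 5 were called. There were 107 calls in batch 1 (85% higher), 1 in batch 2, 34 without batch in the fit, 369 without the 4 arrays of lowest range (79.7% higher), 423 as a contrast within all 24 mice (76.1%), and 1272 with array weights (79.3%). Without 1 chimpanzee mouse the count was 115, 70 and 80 (batch 1 replicates 1, 2 and 3) or 73 and 62 (batch 2 replicates 1 and 2). It was 122, 120, 397 and 121 without fast food batch 1 replicate 1 and batch 2 replicates 1, 2 and 3, and 104, 113 and 663 without cafeteria batch 1 replicate 2 and batch 2 replicates 2 and 3, and without cafeteria batch 2 replicate 1 154 of 228 calls were higher and 74 lower. The methods' procedure gave 863 of 14099 genes (6.12%), 595 higher under the human diets, and 101 with Benjamini-Hochberg adjustment. Camera called 13 of 28 lists, where other splits of the mice within batches gave a median of 8.

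**Figure D2:**
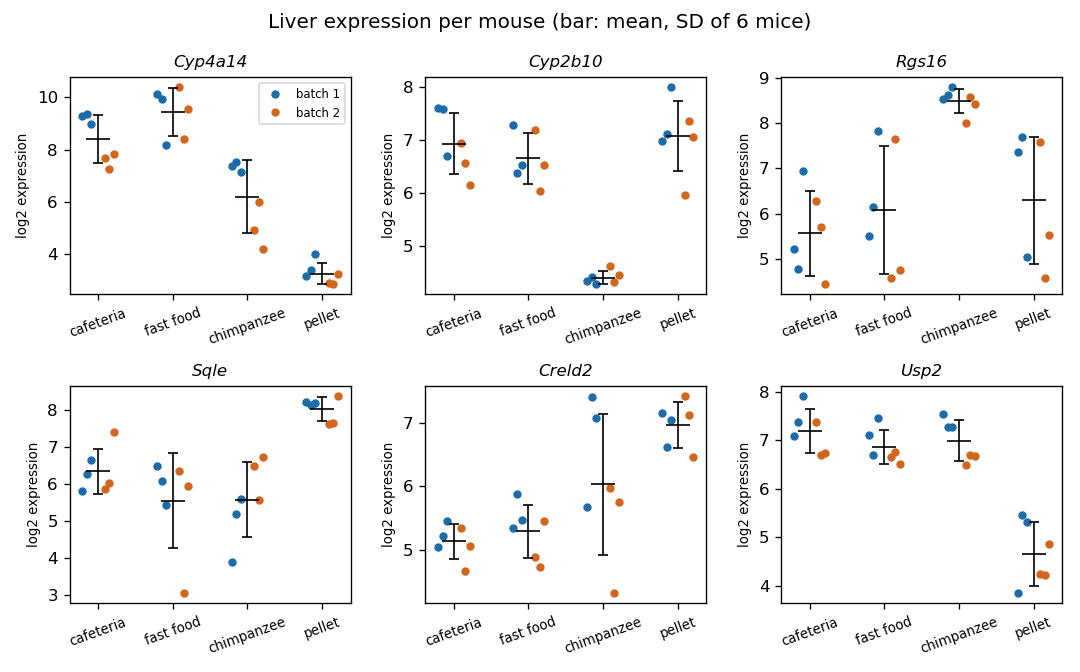
Liver expression (log2) of Cyp4a14, Cyp2b10, Rgs16, Sqle, Creld2 and Usp2 in each mouse by diet, with batch 1 in blue, batch 2 in orange and bars for the mean and SD of 6 mice. Cyp2b10 lay near 4.40 in every chimpanzee diet mouse, and Usp2 averaged 4.66 on pellets against 6.87 to 7.19 on the other diets.

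Livers of mice on the human diets differed from livers on pellets in single genes of fatty acid oxidation, circadian control, cholesterol synthesis and the endoplasmic reticulum. Cyp4a14 was higher by a log2 difference of 5.65 ± 0.37 SE (adjusted p = 2.91e-08), with a pellet mean (3.27 ± 0.415, n = 6) near the level of the low-value filter (3.147), so that this difference is a lower bound. Usp2, a ubiquitin protease under circadian control, was 5.19-fold higher (2.37 ± 0.21, adjusted p = 1.2e-06). Sqle, the squalene epoxidase of cholesterol synthesis, was 4.23-fold lower (-2.08 ± 0.39, adjusted p = 0.00253), and Creld2, a protein of the endoplasmic reticulum, was 3.39-fold lower (-1.76 ± 0.16, adjusted p = 1.2e-06). In all, 666 of 13385 genes (4.98%) differed between 12 human diet mice and 6 pellet mice, 288 higher and 378 lower, all with the same sign in both batches.

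Further increases were Vnn1, a pantetheinase (6.27-fold), Acot1, an acyl-CoA thioesterase (4.17-fold), Etfbkmt (3.26-fold), G0s2, an inhibitor of triglyceride breakdown (3.18-fold), and Noct, the clock-controlled gene nocturnin (3.15-fold). Mfsd2a, a lipid transporter (2.8-fold), Dio1, a thyroid hormone deiodinase (2.79-fold), and Alas1, the rate-limiting enzyme of heme synthesis (2.77-fold), were also higher, with adjusted p up to 0.0191 (Dio1). The gene with the largest decrease was Fabp5, a fatty acid binding protein (5.27-fold lower, -2.40 ± 0.34). Rdh11, a retinol dehydrogenase (3.77-fold), Pnpla3, a lipid droplet protein (3.67-fold), Ethe1, a mitochondrial persulfide dioxygenase (3.46-fold, adjusted p = 7.26e-08), Klf10 (3.37-fold), Aqp8, a water channel (3.23-fold), Tubb2a, a tubulin (3.14-fold), and Dntt (3.01-fold) were lower too.

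Of 21 PPARA targets and fatty acid oxidation genes, 11 rose and 0 fell, among them Cpt1a (0.75 ± 0.11), which carries fatty acids into mitochondria, Acaa1b (0.75 ± 0.11) and Acadm (0.50 ± 0.09), and 16 rose adjusted over the list alone. Of 20 genes of cholesterol synthesis and uptake, 12 fell and 0 rose, including Mvd (-1.14 ± 0.18), Fdps (-1.46 ± 0.27) and Lss (-0.95 ± 0.18), and 18 fell adjusted over the list alone. Of 21 endoplasmic reticulum chaperones and partners, 12 fell and 2 rose, and the leading decreases were Creld2, Sdf2l1 (-1.55 ± 0.16), Dnajb11 (-0.76 ± 0.09) and Manf (-0.98 ± 0.14). Adjusted over the list alone, 15 fell and 2 rose. Of 20 genes of fatty acid and triglyceride synthesis, 7 fell and 1 rose, with Acss2 at -1.37 ± 0.255, Fasn, the fatty acid synthase, at -1.42 ± 0.275, Acly at -1.07 ± 0.22 and Pklr at -1.05 ± 0.23, and 11 fell and 1 rose adjusted over the list alone. The camera adjusted p was 5.7e-21 for PPARA targets, 1.07e-17 for cholesterol, 1.02e-13 for chaperones and 6.41e-05 for lipogenesis. With an estimated correlation these lists had adjusted p = 0.106, 0.106, 0.106 and 0.541.

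Of 19 circadian clock genes, 8 rose and 3 fell, over all genes and adjusted over the list alone, with Usp2, Wee1 (0.93 ± 0.15) and Per1 (0.73 ± 0.125) higher and Nr1d1, the nuclear receptor REV-ERB alpha, 2.65-fold lower (-1.40 ± 0.18, adjusted p = 5.29e-05). The list's camera adjusted p was 0.00013, and adjusted p = 0.106 with an estimated correlation. Under the chimpanzee diet relative to pellets, 7 of the 19 rose and 1 fell, and 8 rose and 2 fell adjusted over the list alone (camera adjusted p = 0.00157, but adjusted p = 0.401 with an estimated correlation). Between human and chimpanzee diets, 0 of 19 passed over all genes by limma (2 at an unadjusted p under 0.05) and 1 did adjusted over the list alone.

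Calls numbered 414 in batch 1, 25 in batch 2 and 288 without batch in the fit, and 440 without pellet batch 1 replicate 1. Higher calls became the larger part without cafeteria batch 2 replicate 3 (451 of 859) and fast food batch 2 replicate 2 (343 of 681), and lower calls went to 250 of 460 without pellet batch 1 replicate 3. Calls rose to 1196 with cyclic loess (48.5% higher) and 1157 with quantile normalization (49.4%). They rose to 1384 with the 90th percentile as covariate (52.6% higher) and 1322 with array weights (53.7%). Without the 4 arrays of lowest range 1177 were called, 62.7% of them higher, against 43.2% on the deposited values. With the beta-actin covariate 441 were called (49.9% higher). Camera called 14 of 28 lists, where other splits gave a median of 8.

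Livers on the chimpanzee diet differed from livers on pellets in single genes of drug and lipid metabolism and in members of the cholesterol and proteasome lists. Cyp2b10 was 6.38-fold lower (-2.67 ± 0.25, adjusted p = 2.59e-07), Fabp5 7.86-fold lower (-2.97 ± 0.38) and Cyp4a14 higher by at least 2.93 ± 0.41 from a pellet mean near the filter level (adjusted p = 5.2e-05). Of 20 genes of cholesterol synthesis and uptake, 17 fell and 0 rose, and 15 of 31 proteasome subunits fell and 0 rose (adjusted p = 0.194 and 0.401 for the lists with an estimated correlation). The beta-actin 3' to 5' difference was 1.08 ± 0.15 under the chimpanzee diet and 0.75 ± 0.14 on pellets (exact permutation p = 0.005, adjusted 0.03). In all, 1387 of 13385 genes (10.4%) differed between 6 and 6 mice, 392 higher and 995 lower under the chimpanzee diet, all with the same sign in both batches.

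Vnn1 (6.78-fold), Cyp17a1 (6.13-fold), Dio1 (5.47-fold), Mup10 (5.34-fold), Usp2 (5.05-fold), Rgs16 (4.56-fold, adjusted p = 0.0135) and Acot1 (3.91-fold) were also higher under the chimpanzee diet. Rdh11 (6.48-fold), Sqle (5.48-fold), Ppp1r3c, a subunit that directs a phosphatase to glycogen (5.36-fold), Aqp8 (4.57-fold), Cldn1, a tight junction protein (4.55-fold), and Idi1, an isomerase of cholesterol synthesis (4.19-fold), were lower. Members of the cholesterol list that fell included Lss (-1.57 ± 0.21), Dhcr7 (-1.72 ± 0.24), Sc5d (-1.45 ± 0.22) and Hmgcs1 (-1.79 ± 0.29), and all 20 fell adjusted over the list alone. Proteasome subunits that fell included Psmd14 (-1.01 ± 0.17), Psma1 (-0.76 ± 0.14), Psma5 (-0.69 ± 0.145) and Psmb2 (-0.50 ± 0.11), and 27 fell adjusted over the list alone. Of 21 PPARA targets 9 rose and 0 fell, including Angptl4 (1.34 ± 0.22) and Acaa1b (0.60 ± 0.10), and 15 rose adjusted over the list alone. The camera adjusted p was 2.26e-20, 1.32e-13 and 8.54e-11 for these lists, and adjusted p = 0.194, 0.401 and 0.289 with an estimated correlation.

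Of 17 interferon response genes 8 fell and 0 rose, among them Psmb9 (-1.22 ± 0.19), Usp18 (-1.34 ± 0.29), Psmb8 (-0.75 ± 0.17) and Tap1 (-0.37 ± 0.09), and 10 fell adjusted over the list alone. Psmb8 and Psmb9 are subunits of the immunoproteasome. Endoplasmic reticulum genes moved both ways: 10 of 21 fell, including Sdf2l1 (-1.67 ± 0.195) and Pdia4 (-0.69 ± 0.11), and 3 rose, including Herpud1 (1.17 ± 0.13) and Dnajb9 (1.18 ± 0.21), with 12 and 3 adjusted over the list alone. Of 32 amino acid breakdown genes 7 fell and 0 rose, over all genes and adjusted over the list alone, including Cbs (-1.05 ± 0.14), Hal (-0.98 ± 0.14), Agxt (-1.01 ± 0.15) and Got1 (-1.38 ± 0.225). Of 12 Kupffer cell and macrophage markers 5 fell and 0 rose, with a median of -0.68, among them Cd68 (-0.68 ± 0.13), Csf1r (-0.69 ± 0.20), Clec4f (-0.78 ± 0.23) and C1qb (-0.88 ± 0.27), and 9 fell and 1 rose adjusted over the list alone. The camera adjusted p was 2.03e-06, 0.000402, 0.00114 and 0.000402 for these lists, and adjusted p = 0.401, 0.722, 0.75 and 0.68 with an estimated correlation. These lists stand beside the same beta-actin 3' to 5' differences, 1.08 and 0.75.

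The share of higher calls was 28.3% on the deposited values, 45.4% with cyclic loess (1975 calls), 44.1% with quantile normalization (1803), 47.1% with the 90th percentile as covariate (2049) and 42.6% without the 4 arrays of lowest range (1404). There were 1060 calls in batch 1, 25 in batch 2, 472 without batch, 2342 with array weights and 211 with the beta-actin covariate; Csf1r, Clec4f and C1qb no longer passed with cyclic loess or quantile normalization (adjusted p above 0.05). Camera called 9 of 28 lists, where other splits gave a median of 8.

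**Figure D3:**
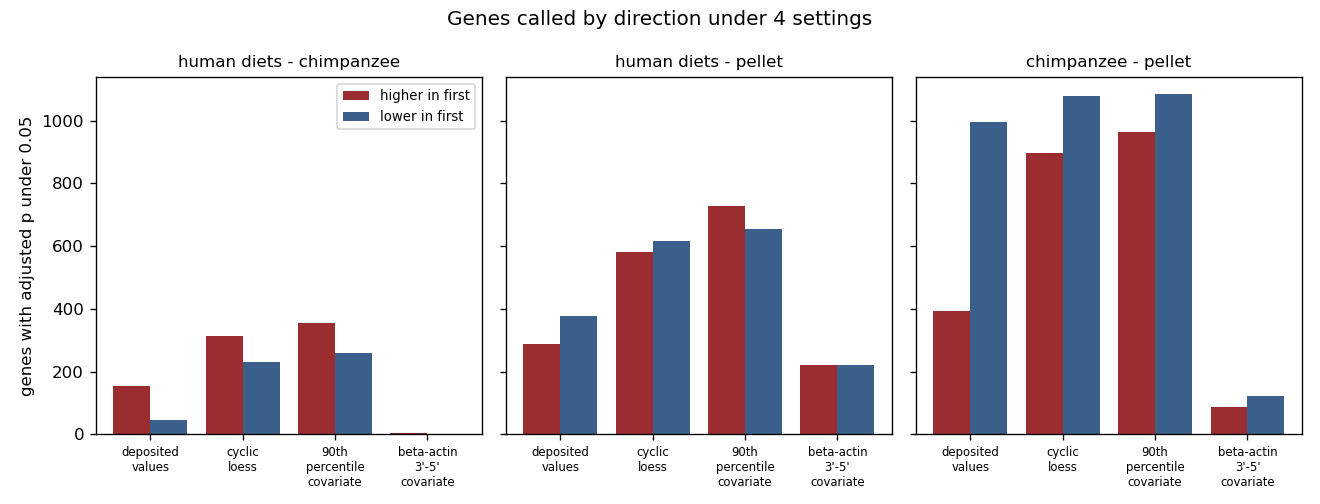
Numbers of genes at an adjusted p under 0.05 that were higher (red) or lower (blue) in the first diet of each comparison, on the deposited values, after cyclic loess, with the 90th percentile of each array as covariate and with the beta-actin 3' to 5' difference as covariate. Higher calls for human diets against chimpanzee were 154 of 200 on the deposited values and 313 of 543 after cyclic loess.

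The human diets were told apart by a single gene in this test. Ang, which encodes the ribonuclease angiogenin, was 1.72-fold higher under the cafeteria diet than under the fast food diet (0.79 ± 0.125, adjusted p = 0.0229; 9.35 ± 0.20 and 8.57 ± 0.33, n = 6 each). It was the only gene called of 13385, and 684 genes had an unadjusted p under 0.05. Genes of fatty acid and triglyceride synthesis had lower values under the cafeteria diet, with Fasn at -0.94 ± 0.24 (adjusted p = 0.39), Pklr at -0.80 ± 0.18 (0.267), Gpam at -0.49 ± 0.145 (0.606) and Acaca at -0.61 ± 0.20 (0.762). Of 20 such genes 0 passed over all genes by limma (9 at an unadjusted p under 0.05) and 8 fell adjusted over the list alone (camera adjusted p = 2.08e-10, but adjusted p = 0.53 with an estimated correlation). Of 21 PPARA targets 0 passed over all genes by limma (8 at an unadjusted p under 0.05) and 3 fell adjusted over the list alone, with Ehhadh at -0.65 ± 0.16 (adjusted p = 0.314) and Acot1 at -1.17 ± 0.30 (0.408). The list's camera adjusted p was 4.76e-06, and adjusted p = 0.551 with an estimated correlation. Camera also called lists that ran higher under the cafeteria diet, among them amino acid breakdown (adjusted p = 1.37e-06, but adjusted p = 0.56 with an estimated correlation) and cholesterol (adjusted p = 6.99e-06, but adjusted p = 0.56 with an estimated correlation). Of their 32 and 20 genes 0 passed by limma over all genes (5 and 5 at an unadjusted p under 0.05), and 2 and 0 adjusted over the list alone. The cholesterol median was 0.0657 in batch 1 and 0.508 in batch 2. Fast food batch 2 replicate 2 lay apart below its diet for Sqle, Fdps, Lss and Sc5d. Kupffer cell and macrophage markers ran lower (median -0.262, with -0.0527 in batch 1 and -0.423 in batch 2, camera adjusted p = 0.00334). Hepatocyte markers ran higher (median 0.0586, camera adjusted p = 0.0259). With an estimated correlation the adjusted p was 0.596 for each, and 0 of these 12 and 9 genes passed by limma.

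The single call was not stable: the count was 0 without fast food batch 1 replicates 1, 2 or 3, fast food batch 2 replicate 3 or cafeteria batch 1 replicate 2, 12 without fast food batch 2 replicate 2, and 2 without cafeteria batch 2 replicates 1, 2 or 3. Without cafeteria batch 1 replicate 3, and within batch 1, the count was 1 but the gene was another, lower one, and Ang was not called. The count was 0 in batch 2, with batch left out, in a fit of the 12 mice of the pair, with the beta-actin covariate and by the methods' procedure with adjustment, and 11 with the 90th percentile as covariate. In batch 1 alone Ang had an adjusted p of 0.0506, and other probe sets of the gene gave 0.67 (adjusted p = 0.53) and 0.56 (0.824).

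Taken singly, the fast food diet differed from the chimpanzee diet in 272 genes (224 higher, 48 lower) and the cafeteria diet in 168 (119 higher, 49 lower). Against pellets, the cafeteria diet differed in 643 genes (256 higher, 387 lower) and the fast food diet in 455 (222 higher, 233 lower). Higher calls against the chimpanzee diet made up 82.4% for fast food and 70.8% for cafeteria on the deposited values, but 59.9% and 56.9% with cyclic loess, 61.4% and 54.4% with quantile normalization, and 59.2% and 57.7% with the 90th percentile as covariate. Against pellets, higher calls of the cafeteria diet were 39.8% on the deposited values and 53% with the 90th percentile as covariate. Single arrays also moved these splits: without cafeteria batch 2 replicate 1, higher calls of the cafeteria diet were 81 of 159 against chimpanzee and 235 of 844 against pellets, without cafeteria batch 2 replicate 3 they were 416 of 492 and 406 of 727, without chimpanzee batch 1 replicate 3 they were 87 of 116 against chimpanzee, and without fast food batch 2 replicate 2 those of the fast food diet against pellets were 303 of 477. Counts for cafeteria against chimpanzee were 87, 97 and 104 without chimpanzee batch 1 replicate 2 and batch 2 replicates 1 and 2, and 67, 73 and 492 without cafeteria batch 1 replicate 2 and batch 2 replicates 2 and 3. Counts for fast food against chimpanzee were 156, 171, 121 and 140 without chimpanzee batch 1 replicates 2 and 3 and batch 2 replicates 1 and 2, 163, 99, 765 and 96 without fast food batch 1 replicate 1 and batch 2 replicates 1, 2 and 3, and 444 and 536 without cafeteria batch 2 replicates 1 and 3.

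Fold changes of the cafeteria and fast food diets against the same chimpanzee diet mice had a Pearson correlation of 0.771 across 13385 genes, which are not independent replicates. Simulated unchanged groups against shared controls gave a median of 0.536 (from -0.233 to 0.841). Splitting the chimpanzee mice into separate controls in 18 ways gave a median of 0.523 (from 0.319 to 0.617). The simulated groups shared their controls, so they give no expected value for these splits. The covariance was 0.0317, against a simulated median of 0.00787 and a highest of 0.0303, and the difference from the simulated mean was 0.0228. With separate controls the median covariance over the 18 splits was 0.026 (from 0.0164 to 0.0308). Of the genes called for the human diets, 37 were called against both the chimpanzee and the pellet diet, where independent lists would share 9.95. Simulated unchanged groups with the same human diet mice shared 0, but they call almost no genes, so this value says nothing on the effect of shared mice. Of these, 22 were higher than under both other diets and 7 lower than under both, 7 were higher than under the chimpanzee diet and lower than on pellets, and 1 was the reverse, against 3.31, 1.3, 4.35 and 0.99 for independent lists. Part of the excess may come from the shared mice.

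The original work selected a list of genes that differed in these mice and between human and chimpanzee livers. Of its probe sets, 92 were higher under the human diets and 25 lower, and 115 had an unadjusted p under 0.01. Of 112 that named a tested gene, 35 genes were called here, 28 higher and 7 lower. The list was chosen on these same mice, so its directions are not independent evidence.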

Values the study reported

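For human against chimpanzee diets, the study counted 830 liver genes past its unadjusted threshold, 6.3% of the 13,168 that it took as expressed (permutation p = 0.030, one-sided). For the human diets against the pellet diet it gave 8.9% of genes. It found no difference in liver between the cafeteria and fast food diets (p = 0.14). Of 117 genes that also differed between human and chimpanzee livers, 92 (78%) were higher in mice on the human diets. By the study's Fisher's exact test, these directions in mice were not significantly related to those between the livers of the species.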

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

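Among the tests of this part, those of RNA quality on the share of higher genes, of a lower share of other cells and of the arrays of lowest range were chosen only after the result was seen, and the signal range test on that share was written after the same share over all mice with cyclic loess had been seen. In 28 of 416 groups of 6 mice, 1 mouse lay so far from the others of its diet that the gap to the next, over the whole range, exceeded the 5% critical value of Dixon's test, where chance gives about 1 in 20.

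Fast food batch 2 replicate 2 was the low mouse in 16 groups, at 3.04 for Sqle (others 5.42 to 6.47), 3.98 for Rdh11 (6.14 to 7.01), 7.29 for Fdps (8.83 to 9.29), 5.28 for Lss (6.48 to 7.06), 8.61 for Sc5d (9.7 to 10.1) and 6.56 for Dnajb9 (7.7 to 8.09). It lay at 7.61 for Psma5, 7.42 for Psmb2, 6.83 for Psma1, 7.8 for Ndufb3, 8.31 for Ivd, 5.69 for Ppp1r3c, 8.3 for Gpam, 6.07 for Gstm6, 5.48 for Etfbkmt and 10.1 for Acadm. Cafeteria batch 2 replicate 3 was the low mouse in 7 groups, at 9.09 for Agxt (9.82 to 10.2), 8.38 for Cbs, 6.24 for Psmd14, 7.44 for Psmb2, 8.23 for Ivd, 9.22 for Cpt1a and 7.34 for Nars. Both arrays had a 90th percentile below 5.9. Cafeteria batch 1 replicate 3 stood high for Cyp17a1 at 8.47 (others 4.12 to 5.35) and for Slc35g1 at 5.35 (4.21 to 4.57). Fast food batch 1 replicate 3 stood high for Lrrc28 at 5.75, fast food batch 1 replicate 1 for Nr1d1 at 5.48, and pellet batch 1 replicate 1 for Manf at 8.64.

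Of the genes called between human and chimpanzee diets, 77% were higher under the human diets; within batch 1, whose arrays had close ranges, 57.9% of 751 genes at an unadjusted p under 0.01 were higher after cyclic loess, within the limit written for an effect of the signal range, but the deposited values of the same arrays gave 73.6% of 732 and loess also removes a true broad shift. Without the 4 arrays of lowest range 79.7% of 369 calls were higher, which argues against these arrays as the whole cause, although the 90th percentile still differed by 0.0413 with batch in the fit. A true shift and an effect of the range therefore cannot be told apart, and the reading of this test was changed for that reason after its value was seen. With the beta-actin difference as covariate, called genes kept a median fraction of 0.898 of their fold change (quartiles 0.745 and 1.07) and all 200 kept their sign, which argues against RNA quality as the whole cause, but the calls fell to 5, with a median absolute log2 difference of 0.552 before and 0.508 after, as the median SE went from 0.117 to 0.163, so a part due to RNA quality or a broad effect of diet may remain.

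Clock genes called between human diets and pellets moved both ways, from 2.37 for Usp2 to -1.40 for Nr1d1. A shift of clock phase was tested by the mean of Dbp, Tef, Nr1d1, Nr1d2, Per3 and Ciart minus that of Arntl, Npas2, Clock and Cry1, and the difference was -0.106 (-0.169 and -0.0424 in the 2 batches), where the test written for a shift required over 0.5. Called members within each set went opposite ways (Clock -0.38 and Cry1 0.626, Nr1d1 -1.40 and Ciart 0.712, genes chosen after their values were seen), so these means decide nothing, and the reading as evidence against a shift was dropped for that reason after the value was seen. A change of phase, a change of feeding time and a direct effect of the diets on these genes cannot be told apart, since the hours of feeding and dissection are not in the data.

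Kupffer cell and macrophage markers had a median of -0.684 (quartiles -0.768 and -0.483) under the chimpanzee diet relative to pellets, with 11 of 12 below 0. A lower share of all cells other than hepatocytes, as the whole cause, is argued against by the 27 markers of endothelium, stellate cells and bile duct, whose median was -0.0784 (quartiles -0.246 and -0.00791), or -0.182 (-0.331 and -0.0544) for the 13 well above the filter level, although 2 of 12 endothelial and 1 of 11 stellate markers fell too and 20 of 27 lay below 0. Signal range as the whole cause is argued against by a median of -0.596 with the 90th percentile as covariate (5 called). RNA quality as the whole cause is argued against by a median of -0.829 with the beta-actin covariate. There 1 marker was called, the median SE rose from 0.22 to 0.326, and calls over all genes fell from 1387 to 211. What lost the marker calls was not tested. With cyclic loess the median was -0.582 (quartiles -0.669 and -0.401, median SE 0.226) and 2 were called, the calls of Csf1r, Clec4f and C1qb being lost as differences shrank slightly at a similar SE. Fewer Kupffer cells and lower expression in them were not tested and stay open, and cell counts in tissue sections would be needed to decide between them.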

How the results depend on the processing

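Quantile normalization, the 90th percentile and beta-actin covariates, leaving out arrays with a 90th percentile below 5.9, Tukey tests and the adjusted methods' procedure were chosen only after the results were seen. Counts depended on the setting throughout, and the cause was not tested except where fewer mice or more calls at an unadjusted p follow from the setting. In the settings run for named genes (each batch, cyclic loess, quantile normalization, the 90th percentile covariate and other probe sets) no direction reversed, and no interaction of diet and batch passed the limma test (0 of 13385 genes; interaction p under 0.05 for 155 genes over 4 diets, 271 for human against chimpanzee and 180 for human against pellet). An interaction filter, no filter, a filter in at least 2 arrays and an intensity trend left all 9 counts within 1.5 times. Batch 2 arrays had the lower 90th percentiles, and whether this lowers their calls was not tested.

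Counts are given in the order 4 diets, human against chimpanzee, human against pellet, cafeteria against fast food, cafeteria against chimpanzee, fast food against chimpanzee, cafeteria against pellet, fast food against pellet and chimpanzee against pellet, where the deposited values gave 1204, 200, 666, 1, 168, 272, 643, 455 and 1387. Batch left out gave 381, 34, 288, 0, 27, 34, 227, 166 and 472. Batch 1 gave 746, 107, 414, 1, 41, 142, 451, 286 and 1060, and batch 2 gave 14, 1, 25, 0, 0, 1, 8, 18 and 25. Cyclic loess gave 2113, 543, 1196, 8, 422, 653, 1149, 929 and 1975. Quantile normalization gave 1918, 466, 1157, 4, 397, 567, 1055, 874 and 1803. The 90th percentile as covariate gave 2316, 615, 1384, 11, 523, 652, 1358, 1067 and 2049. Array weights gave 2708, 1272, 1322, 9, 549, 1476, 1079, 968 and 2342.

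Without the 4 arrays of lowest range the counts that moved by over 1.5 times were 369 (human against chimpanzee), 1177 (human against pellet), 7 (cafeteria against fast food), 519 (fast food against chimpanzee), 1067 (cafeteria against pellet) and 841 (fast food against pellet). With the beta-actin covariate they were 490, 5, 441, 0, 33, 5, 416 and 211, in the order above without fast food against pellet, which stayed at 429, so that chimpanzee against pellet no longer had the highest count of the pairs. Every probe set as its own feature gave 1844 (4 diets), 1030 (human against pellet), 6 (cafeteria against fast food), 733 (fast food against pellet) and 2221 (chimpanzee against pellet). The methods' procedure gave 863, 1096, 256, 721, 1053, 1184 and 935, in the order above from human against chimpanzee to fast food against pellet. With Benjamini-Hochberg adjustment it gave 101 for human against chimpanzee and 0 for cafeteria against fast food. Tukey tests gave 60 for cafeteria against fast food and 288 for cafeteria against chimpanzee. A contrast within all 24 mice gave 423 for human against chimpanzee, a fit of the 12 mice of the pair gave 0 for cafeteria against fast food and 54 for cafeteria against chimpanzee, and a filter at the 75th percentile gave 2 for cafeteria against fast food.

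Higher calls without the 4 arrays of lowest range were 62.7% for human against pellet, 57.8% for cafeteria against pellet, 66.2% for fast food against pellet and 42.6% for chimpanzee against pellet, and 79.7% for human, 76.6% for cafeteria and 81.1% for fast food against chimpanzee. With 1 mouse left out the counts ranged from 920 to 1710, 62 to 663, 440 to 859, 0 to 12, 67 to 492, 96 to 765, 459 to 844, 350 to 577 and 1007 to 1698, in the order above.

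With the replicate number as a block in place of batch, 133 genes were called for human against chimpanzee and 0 for cafeteria against fast food, and the other counts stayed within 1.5 times. Same-numbered arrays had a median r of 0.0122 over 36 pairs (-0.635 to 0.407), against -0.0244 for arrays of other numbers. Of 24 arrays, 6 correlated best with their own number. These values show no pairing by number. They cannot show that same-numbered mice were not littermates, since no label gives the litter.

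Camera with an estimated correlation called 0 of 28 lists in each of the 4 comparisons tested, against 13 (human against chimpanzee), 14 (human against pellet), 11 (cafeteria against fast food) and 9 (chimpanzee against pellet) at the preset correlation, and fry called 1, 5, 0 and 6. Of 132 values of named genes, 126 kept their side of the threshold with the 90th percentile as covariate, 124 with cyclic loess, 125 with quantile normalization, 95 in batch 1 and 30 in batch 2, as did 56 of 79 in other probe sets of the gene.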

Other observations

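Among the tests of this part, the splits of the mice were chosen only after the result was seen. In the list of glutathione metabolism and NRF2 detoxification, 5 of 23 genes fell and 0 rose under the human diets relative to pellets, and 18 did not pass; those that fell included the glutathione transferases Gstm4 (-0.74 ± 0.12), Gstm2 (-0.85 ± 0.19) and Gstm6 (-0.57 ± 0.14) and Srxn1, which repairs oxidized peroxiredoxins (-0.50 ± 0.105). Adjusted over the list alone, 9 fell and 2 rose (camera adjusted p = 0.00892, but adjusted p = 0.599 with an estimated correlation). Under the chimpanzee diet relative to pellets, 7 of the 23 fell and 0 rose, with a median of -0.254 (camera adjusted p = 0.000536, but adjusted p = 0.577 with an estimated correlation). Between human and chimpanzee diets 1 was higher under the human diets and 0 lower (camera adjusted p = 0.0291, but adjusted p = 0.652 with an estimated correlation). Reads of close relatives in this family by the same probes were not tested.

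In the list of the amino acid shortage response, 4 of 24 genes fell under the human diets relative to pellets and 1 rose. Atf5 (-1.43 ± 0.16), Trib3, a pseudokinase (-0.58 ± 0.11), and Nars, the asparaginyl-tRNA synthetase (-0.45 ± 0.11), were lower, and the transcription factor gene Cebpb was higher (1.00 ± 0.18). Adjusted over the list alone, 6 fell and 2 rose (camera adjusted p = 0.0135, but adjusted p = 0.106 with an estimated correlation). Kupffer cell and macrophage markers had a median of -0.33 in the same comparison, with 0.0689 in batch 1 and -0.742 in batch 2, so the direction turned between batches, and 0 of 12 passed by limma, also adjusted over the list alone (2 at an unadjusted p under 0.05; camera adjusted p = 0.00439, but adjusted p = 0.599 with an estimated correlation).

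The study counted more genes between human and chimpanzee diets than the adjusted test used here, at a threshold without adjustment.

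The mice were also split at random within batches, 100 times per count with the real grouping included. For the 4 diets the real count of 1204 was reached by 1 split, the real one (highest other 2), so chance is excluded at 0.05. The same held for human against pellet (666, 1 split, highest other 20), fast food against chimpanzee (272, 1 split, highest other 2), cafeteria against pellet (643, 1 split, highest other 274), fast food against pellet (455, 1 split, highest other 3) and chimpanzee against pellet (1387, 1 split, highest other 89). For human against chimpanzee 2 of 100 splits gave as many genes as the real 200, with 502 in the other, and for cafeteria against chimpanzee 2 of 100 did, with 1016 against the real 168. Chance is excluded at 0.05 for both counts of calls. By genes at an unadjusted p under 0.01, however, 9 of 100 splits reached the real 636 for cafeteria against chimpanzee (highest other 1759), so chance is not excluded on that measure, while 2 of 100 reached the real 798 for human against chimpanzee (highest other 1361). Splits that call several times the real count point to a structure of the samples, but they also keep much of the diet contrast: the split with 1016 genes put cafeteria batch 2 replicate 3 with 5 of the 6 chimpanzee mice, and the split with 502 genes put 2 cafeteria mice, this one among them, with 4 of the 6. The difference in 90th percentile was 0.174 in the split with 502 genes and 0.0767 in the real grouping, and 0.215 against 0.0533 for the split with 1016. For cafeteria against fast food 5 of 100 splits called at least the 1 real gene (highest other 9), so chance is not excluded.

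Lists called by camera numbered 13 for human against chimpanzee, and 4 of 100 splits gave as many (highest other 14). This share is under 0.05 only for this count taken alone. It was not adjusted for the 4 list counts tested and rests on 100 splits, so chance is not firmly excluded. As many lists as in the real grouping were called in 11 of 100 splits for human against pellet (14, highest other 20), 21 for cafeteria against fast food (11, highest other 15) and 44 for chimpanzee against pellet (9, highest other 16), so chance is not excluded for these counts.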
